A study of Mus musculus with 2 samples.

How the data were processed

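ATAC-seq was performed by the submitters on spleens at postnatal day 21. Per the labels, 50000 splenic cells were taken for each library after passing a cell strainer, and transposition ran for 30 min at 37 °C. There were 2 samples, 1 WT and 1 homozygous for Cdca7 G305V. Whether a sample was a pool of animals or of libraries is not given in the sources used here.

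The submitters' processing notes name Trim Galore, Bowtie2 2.3.4.2, SICER, deepTools 3.1.3 and the build mm10, without their roles, order or settings. How reads that fit several places were treated, whether positions were shifted for the offset of the transposase, how peaks were filtered and whether samples were pooled for peak calling are not given in the sources used here. Each of these could change which peaks are listed, in particular in repeated sequence. The authors deposited 2 tables. The first gives chromosome, start and end of 25277 peaks, with no overlaps among them. The second gives the same for 15 regions with a remark on whether each is more or less accessible in the homozygote, and a single note of a p-value limit of 0.05, with no p-value or fold per region. The differential test and its input are not given in the sources used here. Only 112 peaks started on a multiple of 200 bp. Whether starts count from 0 or from 1 is not stated, so coordinates are printed as deposited and may be shifted by 1 bp. Because the tables hold positions alone, the depth per sample is unknown and no interval or detection limit that needs it was computed.

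Positions were compared with the GRCm38 sequence, which mm10 names, and the GENCODE M21 annotation. A promoter was 1 kb on either side of any TSS of a protein-coding gene, and an overlap of 1 bp counted. Peak widths are end minus start. Random placements (1000) kept each peak's width and chromosome and avoided assembly gaps. Members of 23 gene lists were compared with all other protein-coding genes by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the lists (exact adjusted p). The lists were B cell, T cell, natural killer cell, myeloid, granulocyte, erythroid, megakaryocyte, stromal and endothelial, cell cycle, housekeeping, DNA methylation machinery, methylation-silenced germline, neuron, liver and muscle genes, clustered protocadherins, olfactory, vomeronasal and Mas-related receptors, keratins, Hox, ribosomal protein and interferon response genes. Differential regions were set against the peak set with Fisher's exact test and with 100000 random draws of 15 peaks, with adjustment over 8 properties. These tests describe regions and peaks, which are not replicates, and say nothing about variation between animals.

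Repeated sequence was measured as the share of 31-mers of a region, on either strand, that occur more than once in the assembled genome, and locally as the share that recur within the region and 2 kb on either side. Regions with over 50% were called repeated. CpG content is the ratio of observed to expected CpG, computed within 500 bp of each gene's TSS for the matched comparison, in which list members were compared with random genes from the same of 10 CpG classes (100000 draws, two-sided, permutation adjusted p).

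Named genes followed a rule with 4 parts. They were the nearest gene and nearest protein-coding gene of each differential region, the 3 members of each list with the widest promoter peak together with up to 3 exceptions where under 3 members or over 75% of members had one, the genes at the 10 widest peaks, and Cdca7. Some genes that this rule takes are not reported here. The groups, the tests of the planned comparisons, the gene lists, the naming rule and the alternatives listed next were fixed before the data were examined. Alternatives were promoter windows of 500 bp, 2 kb and 5 kb, the peak centre in place of any overlap, 1 TSS per gene, all annotated genes, peaks of at least 500 or 1000 bp, merging of peaks closer than 1000 bp, autosomes only and peaks of the same width range. The CpG-matched background and the settings on repeated sequence, among them repeated peaks as the reference for the differential regions, were added after the data were seen. The repeat measures were defined after the tables had been opened, and of the 8 properties of differential regions, width and distance to the TSS alone were fixed in advance.

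Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. The steps were tested on simulated data. All 100 copied and none of 100 single segments of a random sequence were called repeated. With peaks planted at promoters, a share of 32.7% was recovered where 32.8% was expected. For gene lists of 12 members, 4% of 200 lists with no effect, 96% of lists with 90% open promoters and 88% of lists with 5% open promoters passed an unadjusted p of 0.05. Of 1000 unchanged draws of 15 peaks, 3.8% passed the test on width, and 95.5% passed with widths doubled.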

Results

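Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in the spleen of mice at postnatal day 21. The labels list 2 samples, 1 wild type (WT) and 1 homozygous for the G305V substitution in Cdca7. CDCA7 is a partner of the chromatin remodeler HELLS and takes part in maintaining DNA methylation. The data are positions in the mouse build mm10, namely 1 set of 25277 accessible peaks for the whole series and 15 regions that the authors list as different between the genotypes. No read count, height or score accompanies a peak, so the depth of each sample is unknown and no value below carries a replicate error.

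Which sites differ in accessibility between WT and homozygous spleens was answered by the authors' own comparison. The authors' deposited table lists 6 regions as more accessible and 9 as less accessible in the homozygote, and the split did not depart from equal shares (exact two-sided binomial test, p = 0.607). Of the 15 regions, 9 overlapped a protein-coding gene. All 15 consisted mainly of sequence with further copies in the genome, with 72.8 to 100% of their 31-mers (31-bp words) occurring more than once. In the peak set the median share was 0%, and 1620 of 25277 peaks (6.41%) had over 50% of their 31-mers repeated (two-sided Fisher's exact test, p = 1.35e-18). With 1 sample per genotype there is no replicate check on any of these differences. Sex was not taken into account, and 3 of the 15 regions lie on the X or Y chromosome. For these a difference in sex between the samples cannot be told apart from genotype.

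Among the regions that the authors' deposited table gives as more accessible in the homozygote, 1 lay in an intron of Plcl2 (chr17:50631454-50632427), a phospholipase C-like gene, and 96.3% of its 31-mers recurred within 2 kb. A pair of regions lay near the start of the assembled chromosome 9. The first (chr9:3029676-3029867) overlapped Gm26870 and the predicted coding gene Gm10717, and the second (chr9:3037810-3038283) overlapped Gm26870 and Gm10715. Another region (chr17:3081585-3082128) lay in an intron of the pseudogene Pisd-ps2, 32844 bp from Scaf8, the nearest protein-coding gene. On the X chromosome, a region (chrX:75734664-75735006) lay in an intron of the noncoding gene 4933407K13Rik, 50648 bp from Pls3, which encodes an actin-bundling protein. The remaining region of this direction in the authors' deposited table (chr14:98931580-98931770) was intergenic, 8053 bp from the pseudogene Gm18148 and 62100 bp from Rpl36a-ps1, and its 31-mers had a median of 230.5 copies.

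Among the regions that the authors' deposited table gives as less accessible, 2 lay in intronic sequence of Akap6 (chr12:52927445-52927956 and chr12:52928821-52929498), which encodes an anchoring protein for protein kinase A. All of the 31-mers of both recurred within 2 kb. Introns of Atg10, an autophagy gene (chr13:91174472-91175193), of Pfdn4, a prefoldin subunit gene (chr2:170504617-170505257, also within the antisense gene Gm16796), and of Smarca1, which encodes an ISWI-type remodeling ATPase (chrX:47866631-47866860), held 1 region each. The 31-mers of the Smarca1 region had a median of 2637 copies. One region (chr7:105953681-105954222) covered a transcription start site (TSS) of the predicted coding gene Gm4070 and overlapped Gm20663. Another (chr4:146272508-146272698) lay in an intron of the noncoding gene Gm13166 and overlapped Gm26573, 73753 bp from the zinc finger gene Zfp600. The last 2 regions in this direction in the authors' deposited table were intergenic. That on chromosome 3 (chr3:117119009-117119231) lay 17495 bp from Gm18430 and 134603 bp from 4930455H04Rik, and that on the Y chromosome (chrY:5882113-5882292) lay 17286 bp from Gm28173 and 60168 bp from Gm21778.

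**Figure D1:**
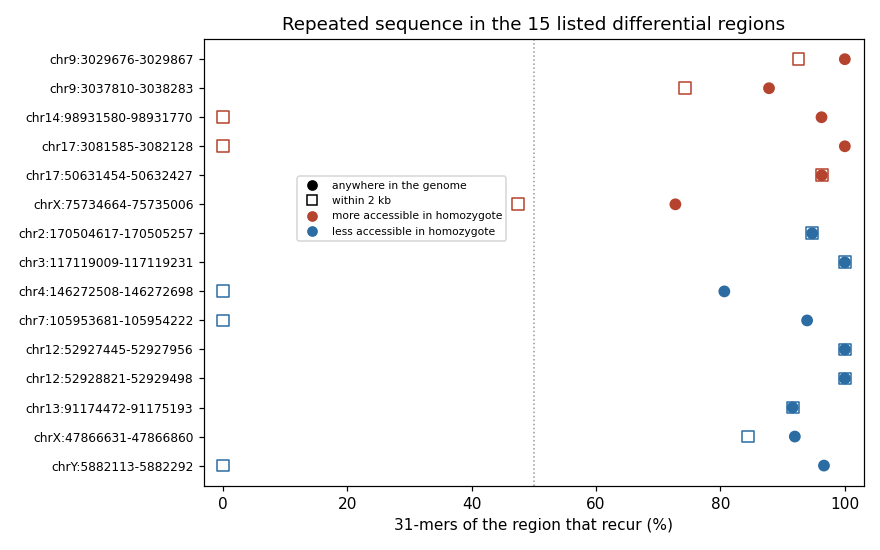
Share of the 31-mers of each of the 15 regions in the authors' deposited table that occur more than once in the genome (filled circles) or within 2 kb (open squares), in percent, coloured by the direction the table gives for the homozygote. Filled circles lie between 72.8 and 100%, and 9 of the 15 open squares lie above 50% (dotted line).

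None of the 15 regions overlapped a peak of the deposited set. The nearest peak lay 320 bp away for the region in 4933407K13Rik, and the median distance was 2794 bp. At promoters, taken as 1 kb on either side of a protein-coding TSS, lay 3 of the 15 regions (20%), those at Gm10717, Gm10715 and Gm4070, against 10263 of 25277 peaks (40.6%, two-sided Fisher's exact test, p = 0.121). Of the sequence of these 3 regions, 98.4%, 96.8% and 19% in that order was marked as repeats in the assembly. With a window of 5 kb the shares were 20% and 50.3% (same exact test, p = 0.0205). The regions lay farther from the nearest coding TSS than the peaks of the whole set, with medians of 48766 and 4838 bp (permutation test by 100000 random draws of 15 peaks, two-sided, p = 0.0016, adjusted p = 0.00256 over 8 properties). Their median width of 473 bp did not differ from the 494 bp of the set by the same permutation test (p = 0.825, adjusted p = 0.825). Against the 1620 repeated peaks alone, a comparison chosen after the data were seen, the distance call ended, with a median of 26798 bp for those peaks (permutation test, p = 0.342), and the promoter share of the regions was not lower, at 20% against 13.4% (two-sided Fisher's exact test, p = 0.441). No chromosome held more than 2 of the regions, against a mean maximum of 2.78 in random draws from the set (one-sided permutation test, p = 0.9995).

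The peak set covered 13985106 bp, or 0.513% of the assembled chromosomes. Peaks were 129 to 2639 bp wide, with quartiles at 328 and 718 bp. By their centres, 39.7% lay at promoters, 29.6% in introns, 26.1% between genes, 3.42% in other exons and 1.14% in untranslated regions. Promoter peaks were wider, with a median of 710 bp against 391 bp for intronic and 385 bp for intergenic peaks. The share of peaks that touched a promoter, 40.6%, was 8.33 times the mean of 4.87% (SD 0.135) over 1000 random placements of the same widths on the same chromosomes (one-sided permutation test, p = 0.001, the smallest these placements can give). Of 21938 protein-coding genes, 10019 (45.7%) had a promoter peak. Among the peaks of at least 1000 bp, 85.8% touched a promoter, and 8.85% of genes then had one.

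Cdca7 itself had a promoter peak of 1035 bp (chr2:72475715-72476750). Of the 10 widest peaks, 8 were centred at promoters. The widest, 2639 bp, was at Arid1b, a subunit gene of the BAF remodeling complex (chr17:4994050-4996689). It was followed by Fbxo11, which encodes a ubiquitin ligase subunit (2536 bp), a peak in an intron of Stam2 (2434 bp), the transcription factor gene Sp3 (2429 bp) and an intergenic peak 30787 bp from Arhgap5 (2423 bp). The others were at Nr3c1, which encodes the glucocorticoid receptor (2384 bp), Vim, which encodes vimentin (2339 bp), the nuclear receptor coactivator gene Ncoa2 (2260 bp), Gm10840 (2208 bp) and Tent5a (2197 bp). All 31-mers of the Stam2 peak (chr2:52696509-52698943) were repeated in the genome.

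Genes of the B cell program had promoter peaks more often than other genes. Of the 12 B cell genes, 11 had one (91.7%, against 45.6% of the other protein-coding genes; two-sided Fisher's exact test, adjusted p = 0.0055 over 23 lists). The widest were at Ms4a1, which encodes CD20 (803 bp, chr19:11265965-11266768), and at the lineage factor genes Ebf1 (686 bp, chr11:44616714-44617400) and Pax5 (543 bp, chr4:44704249-44704792), and the exception was Spib. Ribosomal protein genes also exceeded the background, with 59 of 79 (74.7%, exact adjusted p = 8.48e-07) and the widest peaks at Rpl7 (1968 bp), Rps29 (1127 bp) and Rps26 (1074 bp). With the background matched on CpG content at the TSS, a comparison chosen after the data were seen, the call for the ribosomal protein genes ended (74.7% against 67.1% in matched genes, permutation adjusted p = 0.306). The B cell call held there (91.7% against 22.6%, permutation adjusted p = 7.67e-05), although the matched genes included the olfactory and vomeronasal receptor genes. It also held in every other alternative run on the lists (exact adjusted p up to 0.0156) except a minimum width of 1000 bp. Among peaks of at least 1000 bp no B cell gene and 6.33% of the ribosomal protein genes had one, and both calls ended (exact adjusted p = 0.903 for each). As no B cell promoter peak was wider than 803 bp, this setting could not show one and cannot decide on the B cell list.

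Of the other blood cell lists, that of granulocyte genes alone passed the test, with fewer promoter peaks than other genes. T cell genes had a promoter peak in 6 of 12 cases (exact adjusted p = 0.78), the widest at Cd3d (941 bp), Cd28 (689 bp) and Cd5 (644 bp). With 1 TSS per gene their share was 25%, lower than in other genes (exact adjusted p = 0.417). Myeloid genes had one in 9 of 14 (exact adjusted p = 0.214), the widest at the Fc receptor gene Fcgr3 (933 bp) and the factor genes Cebpa (778 bp) and Spi1 (659 bp), and passed against CpG-matched genes (64.3% against 33%, permutation adjusted p = 0.0278). Those matched genes included the olfactory and vomeronasal receptor genes, few of which had a peak, and the comparison was not run without them. With a window of 500 bp the myeloid share was 42.9%, lower than in other genes. Natural killer cell genes had one in 2 of 10 (Prf1, 472 bp, and Klrd1, 360 bp; exact adjusted p = 0.166). Erythroid genes had one in 4 of 12 (exact adjusted p = 0.59), among them the factor genes Tal1 (618 bp) and Klf1 (593 bp). The integrin gene Itga2b (354 bp) was the only megakaryocyte gene of 8 with one (exact adjusted p = 0.113), and with 1 TSS per gene none had one (exact adjusted p = 0.0403). Granulocyte genes had none in 10 (exact adjusted p = 0.00605), which did not pass against CpG-matched genes (16.9% in matched genes, permutation adjusted p = 0.44). With 1.69 of 10 expected in matched genes, even the lowest count possible could not pass, so the matched comparison cannot decide.

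Lists of cell cycle, housekeeping, DNA methylation machinery and interferon response genes did not pass the test. Cell cycle genes and housekeeping genes each had a promoter peak in 8 of 12 cases (exact adjusted p = 0.193 for both), with the widest at Mcm5 (1208 bp), Pcna (927 bp) and Ccnb1 (847 bp) and at Eef1a1 (1484 bp), Ppia (1283 bp) and Polr2a (1220 bp). Genes of the DNA methylation machinery had one in 9 of 12 (exact adjusted p = 0.0827), the widest at Tet3 (1482 bp, chr6:83455794-83457276), Dnmt3a (1380 bp, chr12:3806287-3807667) and Tet2 (1146 bp, chr3:133544074-133545220). Interferon response genes had one in 13 of 25 (exact adjusted p = 0.59), among them Oasl1 (797 bp) and Ifit2 (758 bp). The machinery genes passed with a window of 2 kb (83.3%, exact adjusted p = 0.04), but not with 5 kb (83.3%, exact adjusted p = 0.06), with 1 TSS per gene (50%, exact adjusted p = 0.595) or against CpG-matched genes (75% against 47.9%, permutation adjusted p = 0.122). The interferon genes passed against CpG-matched genes (52% against 24.7%, permutation adjusted p = 0.00713) and under no other alternative. In 1 case a single peak was counted for a pair of neighbouring interferon genes, and the draws took neighbouring genes as independent. The matched genes also included the olfactory and vomeronasal receptor genes. Without repeated peaks the interferon share was 44%, lower than in other genes. Only 8.85% of all protein-coding genes had a promoter peak of at least 1000 bp. Such a peak was present for 8.33% of cell cycle, 25% of housekeeping, 33.3% of machinery and 0% of interferon genes, and none of these lists passed.

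Genes of other tissues and of clustered families mostly lacked promoter peaks. The tests took neighbouring genes of a cluster as independent, so p-values for the clustered families may overstate the evidence. Olfactory receptor genes had one in 5 of 1093 cases (0.457%, exact adjusted p = 2.11e-286), the widest at Olfr56 (1730 bp), Olfr432 (714 bp) and Olfr433 (680 bp), and vomeronasal receptor genes in 1 of 327 (Vmn1r4, 861 bp; exact adjusted p = 1.14e-84). Clustered protocadherins, cell adhesion genes of neurons, had one in 4 of 57 (7.02%, exact adjusted p = 1.16e-09), with the widest at Pcdhgc3 (695 bp), Pcdhgc4 (467 bp) and Pcdhgb6 (357 bp). Hox genes had one in 7 of 39 (17.9%, exact adjusted p = 0.00176), the widest at Hoxb4 (744 bp), Hoxa3 (669 bp) and Hoxa7 (645 bp), and keratins in 1 of 49 (Krt222, 441 bp; exact adjusted p = 3.73e-11). Liver genes had none in 10 (exact adjusted p = 0.00605) and Mas-related receptor genes 1 in 20 (Mrgpre, 441 bp, exact adjusted p = 0.000515). Neither call held against CpG-matched genes (permutation adjusted p = 0.44 and 0.937). With 1.75 of 10 and 2 of 20 expected in matched genes, these lists had little room to show fewer, so the matched comparison cannot decide. Only 8.85% of all protein-coding genes had a promoter peak of at least 1000 bp. No protocadherin, Hox, keratin, liver, Mas-related receptor or granulocyte gene had one (0%), and these calls ended (exact adjusted p from 0.0669 to 1). As 0% is the lowest share possible, lists of these sizes could not pass here, and the setting cannot decide on them. The calls for olfactory and vomeronasal receptors did not end. With a window of 5 kb the shares rose by over 1.5 times while the calls held, to 1.28% for olfactory and 0.612% for vomeronasal receptors, 15.8% for protocadherins, 30.8% for Hox genes, 4.08% for keratins and 10% for Mas-related receptors, and liver and granulocyte genes then had a peak in 10% of cases each.

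Germline genes that DNA methylation keeps silent had a promoter peak in 2 of 14 cases, at Brdt (757 bp, chr5:107359268-107360025) and Dazl (531 bp, chr17:50292648-50293179), which did not pass the threshold (14.3%, exact adjusted p = 0.0537). Against genes of matched CpG content, of which 62.2% had one, the list passed (permutation adjusted p = 0.00158). It also passed with windows of 2 kb (14.3%, exact adjusted p = 0.0377) and 5 kb (14.3%, exact adjusted p = 0.018) and with 1 TSS per gene (7.14%, exact adjusted p = 0.024), but not with 500 bp or by the peak centre (exact adjusted p = 0.0508 and 0.0541). Neuron genes had one in 2 of 12 (Tubb3, 321 bp, and Rbfox3, 246 bp; exact adjusted p = 0.113), stromal and endothelial genes in 2 of 12 (Pecam1, 543 bp, and Cdh5, 523 bp; exact adjusted p = 0.113) and muscle genes in 1 of 10 (Ckm, 459 bp; exact adjusted p = 0.0537). Whether these 3 lists passed depended on the promoter definition. Neuron genes passed with 500 bp and with 1 TSS per gene (8.33% each, exact adjusted p = 0.0338 and 0.0342), but not with 2 kb or 5 kb, where the share was 33.3% (exact adjusted p = 0.434 and 0.295). Stromal and endothelial genes passed with 5 kb (16.7%, exact adjusted p = 0.0379) and with 1 TSS per gene (8.33%, exact adjusted p = 0.0342), but not with 500 bp or 2 kb (exact adjusted p = 0.119 and 0.0689). Muscle genes passed with 2 kb (10%, exact adjusted p = 0.0413), but not with 500 bp (10%, exact adjusted p = 0.0508) or 5 kb (20%, exact adjusted p = 0.086). None of the 3 lists passed against CpG-matched genes (permutation adjusted p = 0.227, 0.346 and 0.652). For muscle genes 2.38 of 10 were expected in matched genes, which left little room to show fewer.

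**Figure D2:**
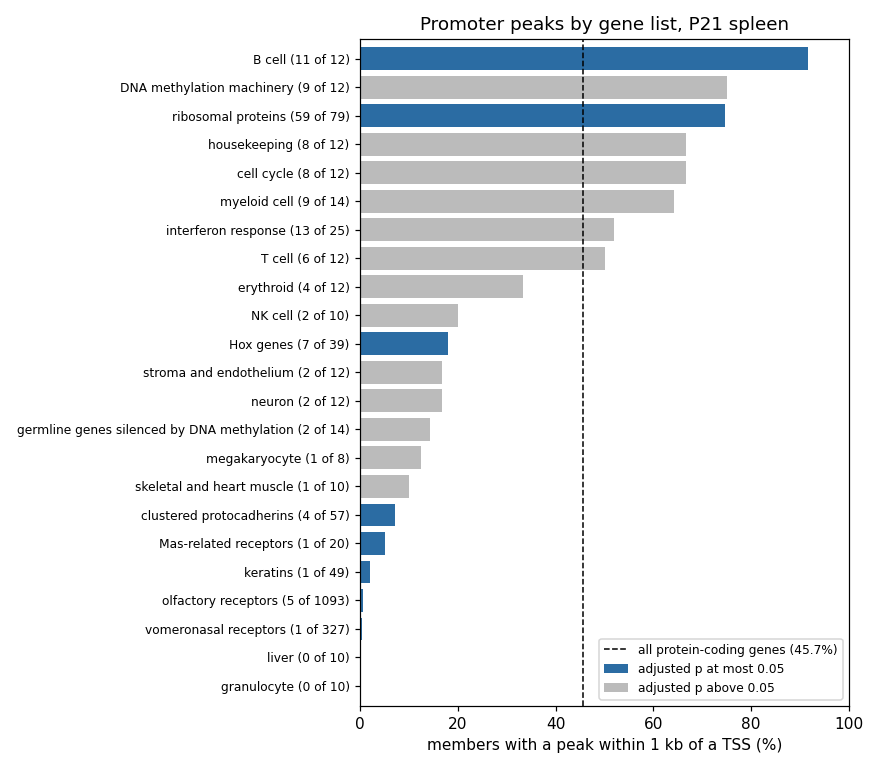
Share of the members of each of 23 gene lists with a peak within 1 kb of a TSS, in percent, with the number of members beside each name. Blue bars passed two-sided Fisher's exact test at an adjusted p of 0.05, grey bars did not, and the dashed line marks the 45.7% of all protein-coding genes; the B cell bar reaches 91.7% and the olfactory receptor bar 0.457%.

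Along the genome, the median autosome carried 9.78 peaks per Mb, from 7.37 on chromosome 14 to 13.6 on chromosome 11. The X chromosome carried 3.41 and the Y chromosome 2.88 peaks per Mb. Per protein-coding gene, the median autosome had 1.18 peaks, the X chromosome 0.616 and the Y chromosome 1.44. On the Y chromosome 252 of 264 peaks (95.5%) had over 50% of their 31-mers repeated, and without such peaks its density was 0.131 per Mb. The genotype in which a peak was called is not given in the sources used here, so the overlap between WT and homozygous peaks was not analysed here.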

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

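The CpG-matched background and the settings that leave out or single out repeated sequence were chosen after the data were seen. The share of peaks at promoters exceeded random placements in each of its 8 alternatives, from 33.2 to 85.8%. Peaks numbered 12464 at 500 bp or more and 1979 at 1000 bp or more. The share of genes with a promoter peak was 44.7% at 500 bp, 47.2% at 2 kb, 51.2% at 5 kb, 41.4% with 1 TSS per gene and 44.7% without repeated peaks. With peaks of at least 1000 bp, which leaves fewer peaks, it was 8.85%, the median autosome had 0.773 peaks per Mb, and 2 lists passed in place of 10. The 3 differential regions at promoters fell below the set's share past the threshold of Fisher's exact test at 5 kb (p = 0.0205), and the cause was not tested. A minimum width of 1000 bp, or leaving out repeated sequence, left 0 of these regions, so neither gave a value. Against repeated peaks alone the promoter share of the regions changed direction (20% against 13.4%), as did the difference in median width (119 bp wider), and the difference in distance to the TSS lost its call (21968 bp); as the regions are all repeated, the whole set differs from them in sequence too. Without regions of repeated sequence the 15 differential regions became 0. Of 184 list comparisons, 149 kept direction and side, 12 lost and 13 gained the call, and 12 changed direction relative to their background, 2 of them among the lost calls. With peaks of at least 1000 bp these were B cell, T cell, myeloid and interferon genes (0% each), cell cycle genes (8.33%) and ribosomal protein genes (6.33%). The others were myeloid genes at 500 bp (42.9%), T cell genes at 5 kb (50%) and with 1 TSS per gene (25%), interferon genes without repeated peaks (44%), and erythroid (33.3%) and cell cycle genes (66.7%) against CpG-matched genes, and the cause was not tested. None of the 12 passed the test. A stricter q, a minimum fold, the upper part of peaks by score and the overlap between genotypes were not run, because the tables give no such values per peak. No paired analysis was possible because each genotype has 1 sample and the tables carry no replicates. Depth is unknown.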

Other observations

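Tests chosen only after the result was seen were those on the number of listed regions, on shared sequence or membership in the deposited peaks as a sign of a stricter filter or test, on tandem arrays, on sequence properties other than the share of repeated 31-mers, on CpG content, and on promoter share, width and distance to the TSS against repeated peaks; the common offset, the multi-copy share of the peak set and the repeated 31-mers of the regions were set as tests beforehand. The genes and regions of the next paragraphs were also chosen after their values were seen.

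Counted without repeated sequence, 25 bins of 100 kb held at least 10 peaks. Not all of them are reported here, and the one with most peaks is not among those named. The bin of Per1, Vamp2 and Aurkb held 13 peaks (chr11:69000001-69100000). Neighbouring bins of the major histocompatibility complex held 12 peaks (chr17:34100001-34200000, with H2-DMa, Tap1, Psmb9 and Psmb8) and 11 peaks (chr17:34200001-34300000, with Tap2, H2-Ob, H2-Ab1 and H2-Aa), and the bin of H2-K1 and Tapbp held 10 (chr17:33900001-34000000). A bin with no protein-coding gene held 11 (chr3:21900001-22000000). In 7 bins with 10 peaks a single protein-coding gene was present, namely Ago2, Ets1, Ier5, Iqsec1, Prkcq, Sec22b and Usp6nl. No test was run on these bins.

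CpG content at the TSS went with promoter peaks across genes, from 5.88% of genes with a peak in the lowest of 10 CpG classes to 75% in the highest. Olfactory and vomeronasal receptor genes, with 9.93% and 9.3% in matched genes, lay mainly in low classes. They were part of this trend and of the CpG-matched background, both of their own lists and of the others, and neither was computed without them. The shares of 9.93% and 9.3% therefore include the receptor genes themselves. On the Y chromosome 212 of 264 peaks (80.3%) lay between 4 and 11 Mb, 9 touched a coding promoter, and the median over peaks of the median copy number of their 31-mers was 97.75. Repeated peaks touched promoters in 13.4% of cases and the other peaks in 42.5% (two-sided Fisher's exact test, p = 1.44e-134).

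None of the 15 regions in the authors' deposited table overlapped the peak set. A common shift of coordinates would put many of them on peaks, but the best offset within 10 kb, in steps of 10 bp, placed 3 of 15 there. Complete removal of multi-copy sequence from the peak set is argued against by the 6.41% of its peaks that have over 50% of their 31-mers repeated. Partial removal remains open, because the share of such sequence in the whole genome was not computed. A filter on reads also remains open, as reads longer than 31 bp may fit a single place. A separate peak list for the comparison remains open and was not tested.

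The number of regions was small for the limit noted. If unadjusted p-values of a calibrated test over the peak set had been listed at 0.05, about 1264 regions would be expected by chance, against the 15 listed. A stricter filter or test over the deposited peaks would list members of that set, but 0 of the 15 regions overlap it, and 9 neither overlap it nor have over 50% of their 31-mers in its peaks. The other 6 have over 50% of their 31-mers in peaks, but at other positions. As no region lay closer than 320 bp to a peak, the positions argue against such a filter or test for all 15. A test on other regions remains open for all 15.

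The differential regions differed from the peak set in sequence. Reads that fit several copies may be involved, since 15 of 15 regions had over 50% of their 31-mers repeated, a number set as a test before the shares were computed. A change in the length of tandem arrays between animals, or against the reference, was judged by 31-mers repeated within 2 kb. In 6 of 15 regions 50% or fewer recurred so, with 47.4% for the region in 4933407K13Rik. Arrays whose units recur exactly and this close in the assembly therefore do not make up most of these 6. The measure takes exact 31-mers, so it cannot see arrays whose units differ in sequence. Nor can it see arrays of longer units or arrays missing from the assembly, so all of those remain open. For the other 9 regions any tandem array remains open. Those 9 compare with 433 of 25277 peaks (two-sided Fisher's exact test, p = 6.4e-13), and the median CpG observed/expected ratio of the 15 regions was 0.131 against 0.376 in the set (permutation test, adjusted p = 0.00148). An effect of the Cdca7 genotype on repeated sequence is a biological explanation that stays open and untested, with 1 sample per genotype.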
